A study of Drosophila melanogaster with 12 samples. Its data were reported in "A cis-regulatory element promoting increased transcription at low temperature in cultured ectothermic Drosophila cells" (2021).

How the data were processed

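Transcript levels were measured in S2R+ cells, a line of cultured cells derived from Drosophila melanogaster embryos. Aliquots of cells were kept for 24 h at 11, 14, 25 or 30 °C, with 3 replicates per temperature, and each RNA sample was labelled with a single dye (Cy3) and hybridised to its own Agilent Drosophila oligonucleotide array. Per the labels, the number of plated cells was set higher at the lower temperatures, at 4500000, 3500000, 1700000 and 1500000 cells for 11, 14, 25 and 30 °C, so cell number at plating varied together with temperature. Groups and replicate numbers came from the sample titles.

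Per the file headers, the arrays were scanned and quantified with Agilent Feature Extraction 10.7.3.1. The deposited scanner files hold spot intensity on a linear scale. The processed signal used here is the intensity after subtraction of a spatially fitted background, with values that are not distinguishable from background replaced by a small positive surrogate, and it is not normalized between arrays. A dim signal after this step is therefore compressed or stretched by the surrogate, and its fold changes are less reliable than those of bright probes. The authors also deposited a table of log2 values per probe. Set against the scanner files, this table was the log2 processed signal of each array shifted by a constant, with between 99.8% and 99.9% of 31721 probes within 0.01 of that shift on each array. This table entered as an alternative. According to the methods of the study, the authors scaled each array by its median to the arrays at 25 °C, kept probes flagged present on at least 2 of 3 arrays of a temperature, and called genes at a fold change of at least 2 and a false discovery rate under 0.01. The test behind that false discovery rate is not named there for this experiment.

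The analysis of the intensity values followed these steps. Control spots and spots with an outlier flag were left out, saturated spots would have been kept (no gene spot was saturated), and log2 processed signals were averaged over the spots of a probe, giving 32162 gene probes. Each array was shifted so that its median over all gene probes equalled that of the arrays at 25 °C. Probes were kept when at least 50% of their spots were well above background on at least 2 of the 3 arrays of at least 1 temperature, and when they had a value on at least 10 arrays. Probe identifiers were matched to gene symbols through locus tags, synonyms and transcript accessions of a RefSeq table for the assembly Release 6 plus ISO1 MT. Of the 32162 gene probes, 19800 (61.6%) matched, to 13137 genes, and the rest kept the identifier of the array design. No genome build is named for the array, so no coordinates are given. Signals of several probes of a gene were averaged. After the filter, 15009 features were tested, of which 9235 were genes of the RefSeq table and 5774 were other transcript or cluster identifiers, several of which can belong to the same gene.

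Changes were tested on the log2 scale with limma 3.58.1 in R 4.3.3 (lmFit with a mean per temperature, eBayes), with all 12 arrays sharing an estimate of the spread. A feature was called at a fold change of at least 2 and a Benjamini-Hochberg adjusted p under 0.01, and every adjusted p of a gene given below comes from this limma fit unless a different test is named. The contrasts were the mean of 11 and 14 °C (low) against the mean of 25 and 30 °C (high), which is the comparison of the study, and 11, 14 and 30 °C each against 25 °C, and 11 against 14 °C. Calls higher at the low temperatures are named CoolUp and calls lower there CoolDown, after the study. Where a probe was not well above background on any array of a side, or where a named gene's probe on the dimmer side lay under the floor described next, a fold is given as a lower bound. The bright group's mean over all its arrays was then set against the dim group's mean of, per array, the higher of the dim probe's own signal and a floor, which is the lowest signal of a single spot well above background, as normalized log2 values averaged over the probes of a gene. Adjusted p values and calls come from the signals without the floor. This floor, and its use per probe and for named genes, was chosen after the data had been seen, in place of a lower floor taken over probe means, and it set which genes the rule on such bounds named.

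Similarity between arrays was Pearson's r across features, with an exact permutation test over all 15400 partitions of the 12 arrays into 4 groups of 3. Sets of genes were the 14 lists curated by the study, the genes whose symbol starts with Vha for the V-type ATPase, and the 13 genes of a heat shock protein (Hsp) list with probes on the array. For each of the 16 sets the mean of its genes was computed per array, and low and high temperatures were compared with an exact permutation test, 6 arrays against 6, with Benjamini-Hochberg adjustment over the sets. The smallest p that test can give is 0.00216 before and 0.00433 after adjustment here. With 3 arrays against 3 the smallest exact p is 0.1, so no such test was made for pairs of temperatures. Whether a set moved beyond the other genes was tested with limma's camera at a preset inter-gene correlation of 0.01, and with fry and an estimated correlation as alternatives. All tests were two-sided. The number of arrays, 3 per temperature, limits the precision of every value.

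The rules for naming genes were fixed before the data were examined (a few further genes are marked in the text as chosen after their values were seen), as were the main settings and all alternatives except scaling on spike-in controls and slide as a random block, which were chosen after the data had been seen. The rules took, for low against high, the 5 largest rises and 5 largest falls among called genes with no overlap between the 6 low and 6 high arrays and detection at every temperature. For 30 against 25 °C and 11 against 14 °C they took the 3 largest rises and falls in the same way. A further rule took up to 3 genes per direction that were well above background on all 6 arrays of one side and on none of the other. Genes that the study discusses and the Hsp list were added by name.

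Alternatives covered the scaling (75th percentile, median over probes well above background on all arrays, quantile normalization, spike-in controls), the background correction (normexp with an offset of 50, then quantile normalization), the deposited log2 table, filters on dim probes (including a signal over 100), the handling of several probes, the replicate number or the slide as a block, eBayes with trend and robust estimation, array weights, limma's treat, fits on fewer arrays, and leaving out each array in turn. The normexp correction used the median spot signal in place of the mean signal that had been planned, because the median signal is the column the files carry. Slide and scan time coincide in the file headers, so they make a single block. Slide 1 held replicate 1 of all 4 temperatures, slide 2 held replicates 2 and 3 of 11 and 14 °C, and slide 3 held replicates 2 and 3 of 25 and 30 °C. The exact permutation tests exchange arrays across slides, so their p values do not separate temperature from slide.

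The fits were tested on simulated arrays with the means and spreads of the real features. With 200 of 15009 features changed 3-fold, between 87% and 96% were recovered for low against high and between 80% and 87% for 11 against 14 °C over 5 simulations each, with at most 2 false calls. A set shifted by 0.5 on the log2 scale was recovered for low against high in 16 of 16 cases by camera and in 16 of 16 by the permutation test. Noise in these simulations was independent between genes. Estimated inter-gene correlations within the real sets lay between 0.20 (lipid metabolism) and 0.63 (glycolysis). The simulations therefore do not show how the set tests behave with correlated genes or with differences between slides. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.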

Results

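The transcriptome of S2R+ cells was compared between 4 temperatures with 12 single-colour DNA microarrays, 3 for each of 11, 14, 25 and 30 °C, 24 h after the temperature shift. The question behind the comparison was which transcripts respond to temperatures away from the optimum. By their Hsp transcripts, the study took 14 °C, but not 11 °C, to lie in the range that these cells tolerate well. On each array 43603 gene spots were measured. Between 53.9% and 61.1% of them were well above background, and the median processed signal of an array lay between 35.8 and 60.1 intensity units, so the middle of the distribution fell among dim probes. The 75th percentile of the processed signal lay between 1382 and 2111 units. Of all spots, at most 0.241% on an array carried an outlier flag.

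Replicates of a temperature resembled each other more than they resembled arrays of other temperatures. Mean Pearson's r across features was 0.991 within and 0.962 between temperatures (exact permutation test, p = 6.49e-05, the smallest that 15400 partitions can give), and for all 12 arrays the array with the highest r was of the same temperature. These correlations are across genes, which are not independent replicates. Mean r was 0.985 between arrays at 11 and 14 °C, 0.977 between arrays at 25 and 30 °C and 0.933 between arrays at 11 and 30 °C. The first principal component held 62.5% of the variance.

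**Figure D1:**
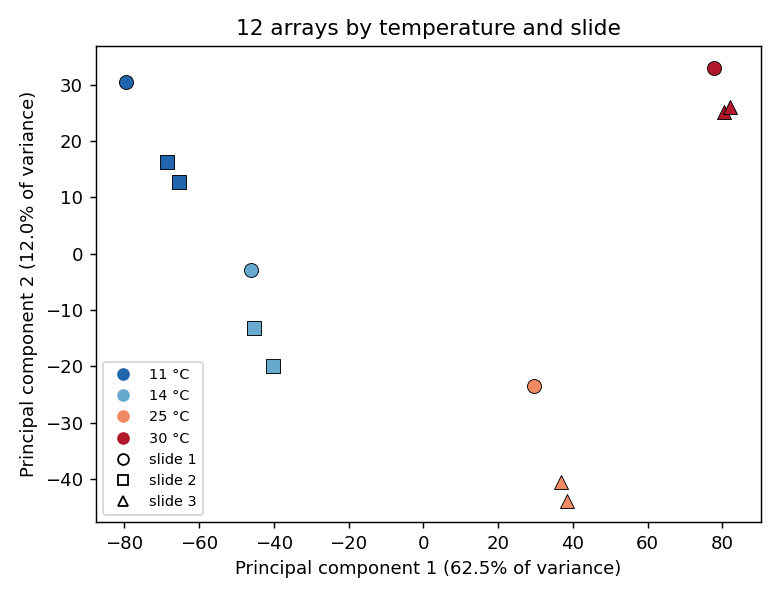
First and second principal component of the log2 signals of the 12 arrays, with their shares of the variance on the axes (62.5% for the first); colour gives the temperature and marker shape the slide. Arrays of a temperature lie together, and the first component orders the temperatures from 11 °C at the left to 30 °C at the right.

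The main contrast set the low temperatures, 11 and 14 °C, against 25 and 30 °C, and gave the CoolUp and CoolDown calls. Of 15009 features, 1390 were CoolUp and 1707 CoolDown. Among the 9235 features that were genes of the RefSeq table, 843 (9.13%) were CoolUp and 1125 (12.2%) CoolDown. Of all features, 4780 (31.8%) had no overlap between the 6 low and the 6 high arrays. Chance gives this result for 0.216% of features if arrays can be exchanged across slides, so this rate does not account for slide. The split between both directions moved with the scaling of the arrays. After median scaling 44.9% of the calls were CoolUp, whereas the share was 59.4% (1723 CoolUp, 1178 CoolDown) when arrays were scaled on their 75th percentile, 59.1% when scaled on probes well above background on all arrays, and 62.2% when scaled on spike-in controls. Median scaling put the median change of all genes at -0.19 on the log2 scale, while scaling on the 75th percentile put it at 0.000365. Changes of gene sets are therefore also given relative to the median of all genes. Of the 3097 calls after median scaling, 2567 were also called, in the same direction, after scaling on the 75th percentile, and 0 were called in the opposite direction, with limma in both fits. The number of calls was moved most by the normexp background correction, with 398 CoolUp and 368 CoolDown features.

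**Figure D2:**
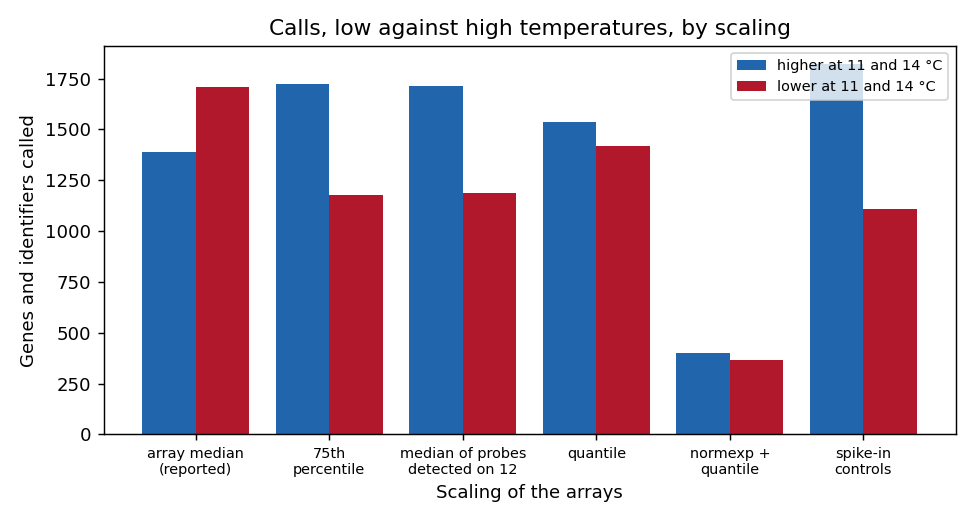
Number of features called higher (blue) or lower (red) at the low against the high temperatures under 6 ways of scaling the arrays, as bars from 0. After scaling on the array median 1390 features were higher and 1707 lower, whereas 1723 were higher and 1178 lower after scaling on the 75th percentile.

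Low and high temperatures were in part hybridised on different slides, and slide 1 alone held all 4 temperatures. With slide as a block, 1152 features were CoolUp and 2014 CoolDown, and 2565 of the 3097 calls remained. From replicates 2 and 3 alone, whose low and high arrays lay on different slides, 3021 features were called, and 98.0% of these moved in the same direction on slide 1, 80.7% of them in the same direction and by at least 2-fold. The slope of the change on slide 1 on the change in replicates 2 and 3 was 0.96 over the called features. A limma test of whether the change differed between slide 1 and the other slides called 0 features, with 2451 of 15009 at an unadjusted p under 0.05 and only 4 residual degrees of freedom.

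**Figure D3:**
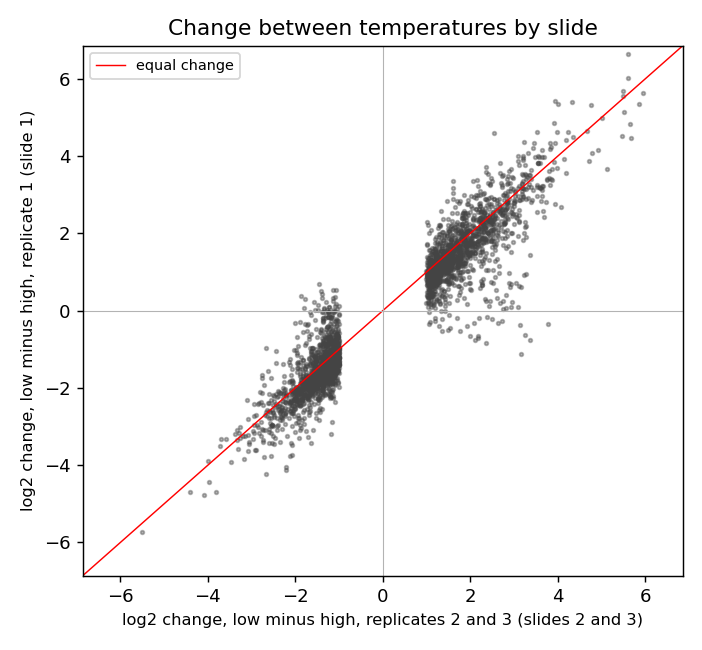
Change between low and high temperatures on the log2 scale in replicate 1 (slide 1, vertical axis) against that in replicates 2 and 3 (slides 2 and 3, horizontal axis), with 1 point for each of 3021 features called from replicates 2 and 3; the red line marks equal change. Of the points, 98.0% have the same sign on both axes.

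The largest CoolUp changes with detection at every temperature, ranked by the fitted change, were those of CG13694 (array identifier CG13694-RA), PH4alphaSG1 (CG31014-RA), Lip4 (CG6113-RA), CG7888 (CG7888-RA) and CG6142 (CG6142-RA). CG13694 rose by 5.56 ± 0.13 on the log2 scale (SE, 47.1-fold, adjusted p = 1.23e-09), from 4.89 ± 0.32 at 30 °C and 7.55 ± 0.12 at 25 °C to 11.40 ± 0.08 at 14 °C and 12.16 ± 0.30 at 11 °C (SD, n = 3 each, limma adjusted p). PH4alphaSG1 rose at least 25.7-fold, as a bound from the floor, and Lip4 42.1-fold. For CG7888 the rise was at least 22.9-fold, with an SD of 1.52 between the arrays at 25 °C, and for CG6142 it was 16.8-fold. The largest CoolDown changes were those of Hsp23 (CG4463-RA), CG14545 (CG14545-RA), mspo (CG10145-RA), Cyp4d2 (CG3466-RA) and Prim1 (CG7108-RA). Hsp23 changed by -5.59 ± 0.54 (SE, adjusted p = 5.80e-06). CG14545 was at least 21.3-fold lower and mspo at least 10.5-fold lower. Changes of the other 2 were -3.34 ± 0.14 for Cyp4d2 and -3.26 ± 0.18 for Prim1. All 10 kept their direction and remained called under each alternative that gave a value. The size of several changes depended on the processing. Over the alternatives the log2 change ranged from 1.99 to 5.75 for PH4alphaSG1, 1.94 to 5.11 for CG7888 and 2.04 to 4.33 for CG6142. It ranged from -4.70 to -1.78 for CG14545 and from -3.80 to -1.44 for mspo.

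Some genes were well above background on all 6 arrays of a side and on none of the other, 70 of them at the low and 11 at the high temperatures. Of these, alpha-Est8 (CG1121-RA) was at least 21.1-fold, CG3999 (CG3999-RA) at least 18.4-fold and Jhbp15 (CG17279-RA) at least 10.3-fold higher at the low temperatures. In the other direction, speck (CG3318-RB) was at least 10.04-fold, CG6790 (CG6790-RA) at least 7.48-fold and CG13912 (CG13912-RA) at least 5.75-fold higher at the high temperatures. Under the normexp correction the calls of Jhbp15, speck, CG6790 and CG13912 were lost.

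Of the 31 genes that the study discusses and that had present probes, 13 were CoolUp, 1 was CoolDown and 17 were neither. The counts were also 13 and 1 when adjusted over the list alone. The study chose part of this list on these samples, so the list is not independent evidence. The gene pst (CG8588-RC, CG8588-RD), whose enhancer the study dissected, was 5.45-fold higher at the low temperatures (log2 change 2.45 ± 0.14 SE, adjusted p = 1.34e-07), and betaTub97EF was 10.1-fold higher. Among genes of JAK/STAT signaling, Socs36E was 2.96-fold and upd3 at least 3.04-fold higher, while dome changed by 0.10 ± 0.11 (adjusted p = 0.455) and Stat92E by -0.64 ± 0.09 (adjusted p = 6.44e-05, not past the fold threshold). With slide as a block Socs36E (log2 change 1.02, adjusted p = 0.0608) and upd3 (log2 change 1.08, adjusted p = 0.0403) were no longer called. For both genes 25C replicate 1 stood above the other arrays at 25 °C, with log2 signals of 13.95 against 12.02 and 11.88 for Socs36E and 7.38 against 5.01 and 4.98 for upd3. Without that array both were called, with log2 changes of 1.90 for Socs36E and 2.12 for upd3. The call of upd3, with an adjusted p of 0.00672 on all arrays, was lost in 15 of 28 alternatives, for example without 11C replicate 1 (log2 change 1.51, adjusted p = 0.0175). No present probe was found for upd1, upd2 and Pvf1, and Prx2540-1 had no matched probe. The Pvr ligand genes Pvf2 and Pvf3 were 4.18-fold and 2.98-fold higher, and their receptor gene Pvr changed by -0.48 ± 0.13. The call of Pvf3 was lost under the normexp correction (log2 change 0.46). Under limma's treat 4 rather than 13 genes of the list were CoolUp, and Pvf2 and Pvf3 were not among them. Further CoolUp genes were Akh (8.18-fold), ewg (4.84-fold), Ets21C (3.67-fold), Ets96B (3.12-fold), Keap1 (2.68-fold), smp-30 (2.28-fold) and Pfrx (2.05-fold). Pfrx fell below the 2-fold threshold with slide as a block (log2 change 0.97). The brightest probe of ewg alone changed by -0.01, so its rise rests on the other probes, and the brightest probe of smp-30 rose by 0.65. For ewg the study linked the rise to transcripts that end at the most distal polyadenylation site. His2Av changed by -1.07 ± 0.09, and it was no longer called in 7 of 29 alternatives, among them scaling on the 75th percentile (-0.87), quantile normalization (-0.94) and scaling on spike-in controls (-0.83). The log2 changes of the 17 genes that were neither lay between -0.64 (Stat92E) and 0.93 (Mef2). Among them were InR, Pdk1, Hnf4 and Mef2, which the study named as CoolUp in these cells and in a further cell line. Mef2 was called CoolUp in 6 of 29 alternatives, such as scaling on the 75th percentile (log2 change 1.13).

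Each temperature was then compared with 25 °C, the standard culture temperature. At 11 °C, 1312 features were higher and 1687 lower. At 14 °C the numbers were 801 and 748, and at 30 °C 625 and 506. Slide as a block gave 1104 and 2087 at 11 °C, 637 and 1111 at 14 °C, and 674 and 606 at 30 °C. After scaling on the 75th percentile, 1755 features were higher and 1031 lower at 11 °C (63.0% higher against 43.7%), and 1109 were higher and 394 lower at 14 °C (73.8% against 51.7%). Of the 1549 features called at 14 °C, 1396 were called at 11 °C as well, and all 1396 in the same direction. Across features, the changes at 11 and 14 °C against 25 °C had an r of 0.890. Groups simulated without any change against the same arrays at 25 °C gave a mean r of 0.497, because both comparisons share these arrays. The changes at 14 and 30 °C had an r of -0.19, where simulated unchanged groups gave a mean of 0.497 and at most 0.520. Without 25C replicate 1 that r was -0.06.

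Between 30 and 25 °C, the largest rises at 30 °C by the fitted change were those of mspo (18.9-fold), Dhit (CG5036-RA, 11.7-fold) and tok (CG6863-RA, at least 5.26-fold). The largest falls were those of betaTub97EF (CG4869-RA, log2 change -3.73 ± 0.20 SE), CG10581 (CG10581-RA, -3.42 ± 0.19) and Lip4 (-3.17 ± 0.15). Their limma adjusted p values lay between 3.24e-07 for Dhit and 5.01e-06 for mspo. Under the normexp correction the calls of tok and Lip4 were lost for this contrast.

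The low temperatures were compared with each other directly. At 11 °C 144 features were higher and 183 lower than at 14 °C, and 205 and 203 with slide as a block. These counts depended on single arrays, since 44 features were higher and 58 lower without 14C replicate 2. When only the 6 arrays of the 2 temperatures entered the fit, limma called 1 feature higher and 0 lower. The largest rises at 11 °C were those of AdoR (CG9753-RA, 5.68-fold, adjusted p = 0.00292), CG10026 (CG10026-RA, 5.53-fold, adjusted p = 0.00088) and mex1 (CG7936-RA, 5.13-fold, adjusted p = 0.00572). The calls of AdoR and mex1 were lost when certain single arrays were left out, for example without 14C replicate 2 (limma adjusted p of 0.0164 and 0.0304). The largest falls by the fitted change were those of CG4238 (CG4238-RB, -2.21 ± 0.14 SE), Prim1 (-2.03 ± 0.25) and ClC-a (CG31116-RA, CG31116-RC, at least 2.62-fold).

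Transcripts that were lowest or highest at 14 °C were counted as well, since the study describes such a course for Hsp genes. With opposite calls from 25 to 14 °C and from 14 to 11 °C there were 9 features, 3 lowest and 6 highest at 14 °C. Simulated arrays without any turn gave a mean of 1.2 and at most 4. The 5 with a gene symbol, chosen after their values were seen, were CG12896 and Hsp67Bc, which were lowest at 14 °C, and CG18622, ClC-a and HDAC11, which were highest. The count was 3 without 14C replicate 2 or 14C replicate 3 and 17 without 11C replicate 3.

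Sets of genes were examined next, with exact permutation tests that exchange arrays across slides and so do not separate temperature from slide. Genes of S phase had a set mean of -1.65 on the log2 scale at the low against the high temperatures (-1.45 relative to the median of all genes; adjusted exact permutation p = 0.00433, 6 of 6 low arrays below all high arrays), and 32 of 37 were CoolDown. Genes of M phase changed by -1.14 (-0.95 relative to all genes, adjusted exact p = 0.00433, 6 of 6 arrays), with 20 of 35 CoolDown. At 11 °C the S phase genes were 4.24-fold and the M phase genes 2.72-fold lower than at 25 °C on average, with set means of -2.08 ± 0.24 and -1.44 ± 0.27 relative to 25 °C (SD, n = 3), and at 14 °C the set means were -1.26 ± 0.05 and -0.83 ± 0.07. At 30 °C they were -0.05 ± 0.10 and 0.01 ± 0.14, within the spread between replicates. The normexp correction moved the means at 11 °C most, to -1.52 for S phase and -1.01 for M phase.

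Apart from the Hsp set, which changed by -2.07 and is described below, the other sets changed less. Lower at the low temperatures with the same adjusted exact p of 0.00433, the smallest possible, and with 6 of 6 low arrays below all high arrays, were oxidative phosphorylation (-0.51), the mitochondrial ribosome (-0.46) and the peroxisome (-0.46). Relative to the median of all genes these were -0.31, -0.26 and -0.26, and under scaling on spike-in controls they kept their direction (-0.27, -0.22 and -0.22) with adjusted exact p of 0.0643, 0.180 and 0.117, which were not past the threshold. Higher were lipid metabolism (0.48, or 0.67 relative to all genes) and the V-type ATPase (0.36, or 0.55 relative to all genes). Each had an adjusted exact p of 0.00433 and 6 of 6 low arrays above all high arrays. Without a filter on dim probes the V-type ATPase was not past the threshold (0.17, adjusted exact p = 0.05002). The TCA cycle changed by -0.24 (adjusted exact p = 0.0308, 5 of 6 low arrays below all high arrays), which was -0.04 relative to all genes, and without single arrays it was lost in 5 of 12 cases, for example without 14C replicate 3 (-0.21). It was past the threshold neither under scaling on the 75th percentile (-0.04, adjusted exact p = 0.462) nor under quantile normalization (-0.09). Not past the threshold were glycolysis (-0.10), the cytoplasmic ribosome (-0.15), the proteasome (-0.06), autophagy (-0.16), insulin/TOR signaling (-0.04), amino acid catabolism (-0.13) and beta oxidation (0.15). Of these 7 the first 6 turned positive when arrays were scaled on the 75th percentile, on spike-in controls or by quantiles, so their direction is not determined. Insulin/TOR signaling was past the threshold in the positive direction after scaling on the 75th percentile (0.16, adjusted exact p = 0.00433). It was so too under quantile normalization (0.11, adjusted exact p = 0.00866) and the normexp correction (0.07, adjusted exact p = 0.0077). Beta oxidation was past the threshold after scaling on the 75th percentile (0.35, adjusted exact p = 0.0115). It changed sign with slide as a block (-0.08) and among probes with a signal over 100 (-0.06). Amino acid catabolism had a median over genes of -0.48, which was past the threshold where its mean was not. In all it was lower and past the threshold in 7 of 28 alternatives and changed sign in 4. Among the 7 were the normexp correction (-0.26) and the filter for presence at every temperature (-0.46), each with an adjusted exact p of 0.00433.

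Against the other genes, limma's camera called 2 sets higher (lipid metabolism and V-type ATPase) and 6 lower (S phase, M phase, oxidative phosphorylation, mitochondrial ribosome, peroxisome and Hsp) at the low temperatures, with adjusted p values between 2.21e-14 for S phase and 0.034 for the peroxisome. All 8 were also called by fry, which called 2 higher and 8 lower, with the TCA cycle and amino acid catabolism in addition. With an inter-gene correlation estimated from the arrays, camera called 0 of the 16 sets in every contrast, with 0 of 16 at an unadjusted p under 0.05 between low and high temperatures. From 25 to 30 °C camera called the Hsp set higher and 5 sets lower, among them the proteasome (set mean -0.41 ± 0.13 relative to 25 °C, SD, n = 3, adjusted p = 6.48e-07). Of these 6, fry called 4 and left out the Hsp set and the cytoplasmic ribosome. Between 11 and 14 °C camera called 5 sets lower, of which fry called S phase and M phase only.

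**Figure D4:**
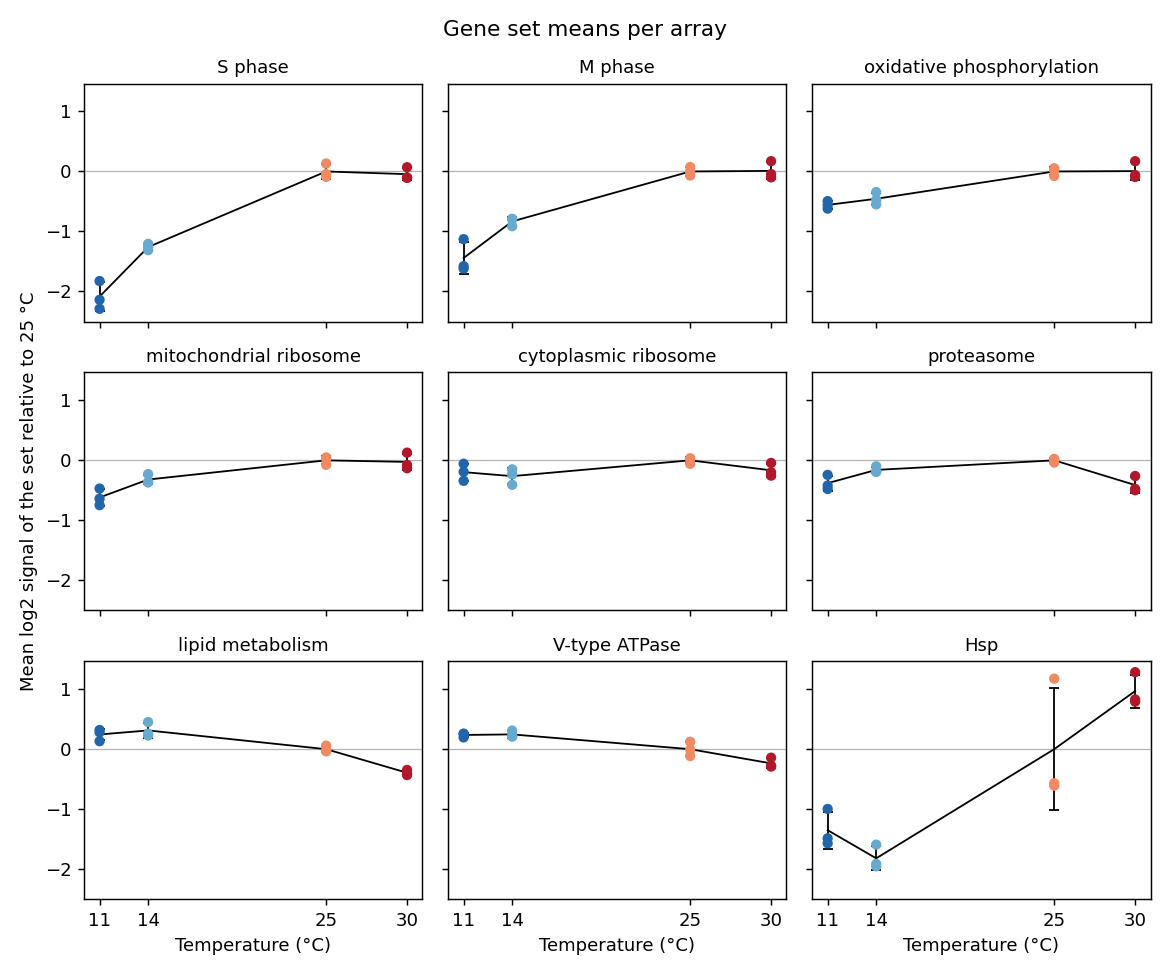
Mean log2 signal of 9 gene sets per array relative to the mean of the arrays at 25 °C, against temperature; points are single arrays, lines join the means of 3 arrays and bars are SD. S and M phase genes lie lowest at 11 °C (-2.08 and -1.44), and of the Hsp values at 25 °C that of replicate 1 (1.18) lies far above the others (-0.61 and -0.57); the change of the cytoplasmic ribosome and of the proteasome between low and high temperatures turns positive after scaling on the 75th percentile.

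Transcript levels of heat shock protein genes were examined because they report on temperature stress. The array held probes for 13 genes of the Hsp list, all of them present, and 2 further Hsp70 genes (Hsp70Ab and Hsp70Bbb) had no probe of their own. Hsp70 genes are near-identical copies, so the signals given for Hsp70Aa, Hsp70Ba, Hsp70Bb and Hsp70Bc cannot be assigned to single genes with certainty. Set means relative to 25 °C were 0.97 ± 0.27 at 30 °C, -1.82 ± 0.20 at 14 °C and -1.35 ± 0.31 at 11 °C, and the SD at 25 °C was 1.02 (n = 3 each). All 13 genes were lower at the low temperatures by the sign of their change, and 10 were called. By sign, 12 of 13 were higher at 30 than at 25 °C, 13 of 13 lower at 14 than at 25 °C and 11 of 13 higher at 11 than at 14 °C. Adjusted over all features, the calls were 1 higher at 30 than at 25 °C, 6 lower at 14 than at 25 °C and 1 higher at 11 than at 14 °C (Hsp67Bc, log2 change 1.07 ± 0.21 SE, limma adjusted p = 0.00876). Adjusted over the list alone they were 2, 10 and 1. The 6 calls at 14 °C became 3 without 14C replicate 2 or 14C replicate 3 and 10 with slide as a block. They became 3 under the normexp correction and 0 under limma's treat. Under scaling on spike-in controls, 8 rather than 11 genes were lower at 14 than at 25 °C and higher at 11 than at 14 °C, 1 rather than 6 was called lower at 14 °C, and DnaJ-1 changed sign between low and high temperatures (0.01 instead of -0.23).

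Hsp23 had the widest range, with log2 signals of 14.53 ± 0.12 at 30 °C, 11.42 ± 1.80 at 25 °C, 7.05 ± 0.84 at 14 °C and 7.73 ± 0.82 at 11 °C (SD, n = 3). Its level at 30 °C was 178-fold that at 14 °C. The next largest folds between 30 and 14 °C were 13.7 for Hsp22, 11.9 for Hsp27 and 11.2 for Hsp70Ba. The spread of Hsp23 at 25 °C came from replicate 1, with a log2 signal of 13.50, against 10.38 and 10.39 in replicates 2 and 3. In the set mean the same array stood 1.76 above the mean of the other arrays at 25 °C. Without it, 7 rather than 6 Hsp genes were called lower at 14 than at 25 °C, and 13 rather than 12 were higher at 30 than at 25 °C by sign.

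**Figure D5:**
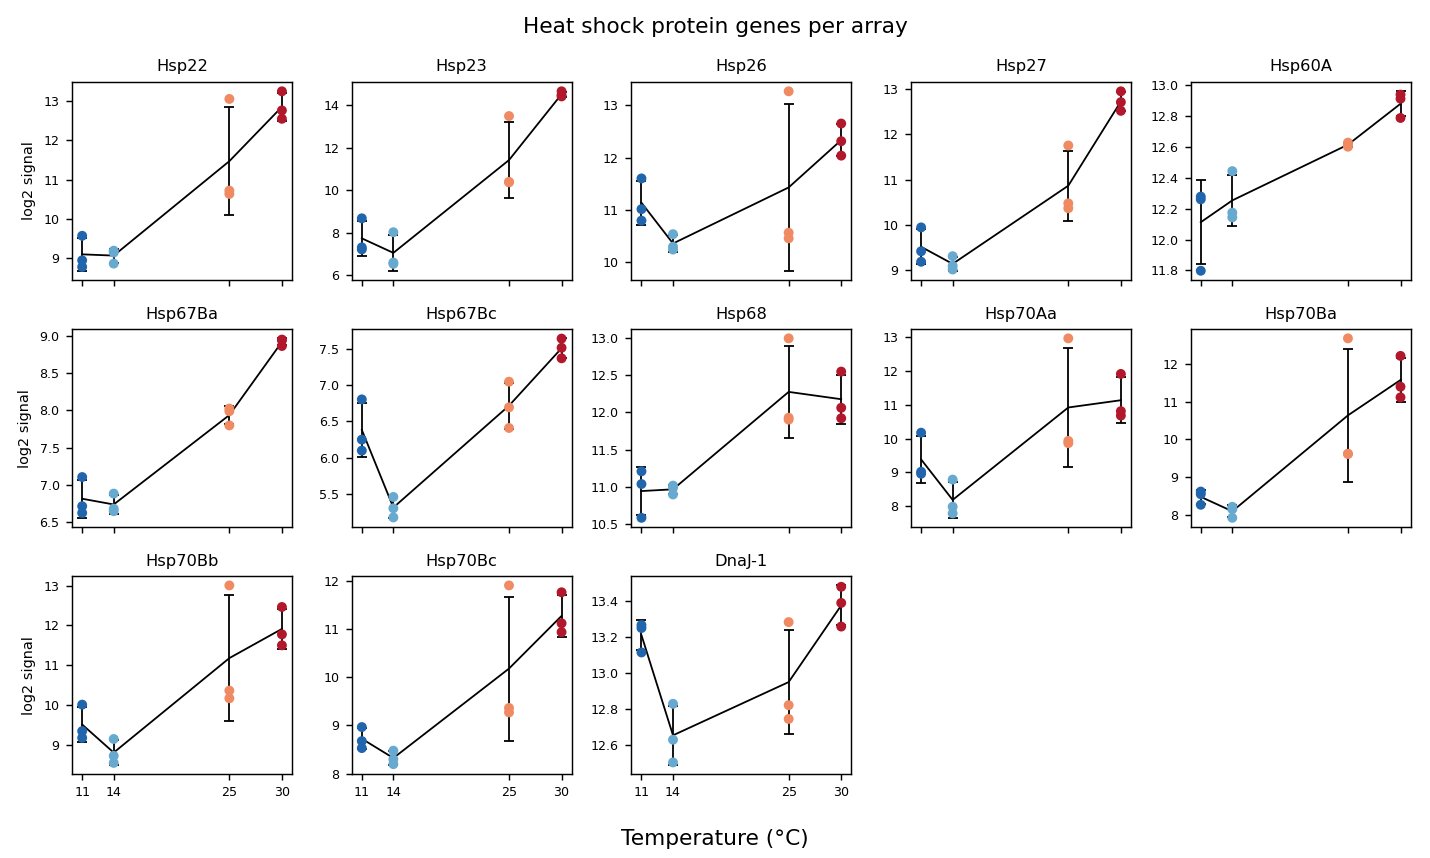
Log2 signal of 13 Hsp genes per array against temperature; points are single arrays, lines join the means of 3 arrays and bars are SD. In 12 of the 13 panels the mean is higher at 30 than at 25 °C, and in 11 it is lower at 14 °C than at both 11 and 25 °C; under scaling on spike-in controls the latter number is 8.

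Several probes of a gene did not always respond alike. Of 3041 genes with 2 or more present probes, 15 had a probe called CoolUp and another called CoolDown, and 442 had a called probe and one that was not called. Among probes well above background on all 12 arrays, 11 of 2576 genes had probes called in opposite directions. An example, chosen after its values were seen, was Pabp2, with a probe of transcript CG2163-RA that rose by 1.63 ± 0.13 and a probe of transcript CG2163-RB that changed by -1.13 ± 0.11 (SE, limma adjusted p of 1.04e-06 and 7.62e-06). The remaining probes of CG2163-RB changed by -0.15 ± 0.09 and -0.16 ± 0.09 and were not called. A further example was Df31, with 1.41 ± 0.11 for a probe of CG2207-RF and -1.03 ± 0.10 for a probe of CG2207-RA. Under scaling on the 75th percentile 9 genes had opposite calls, under the normexp correction 0 and under limma's treat 1.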

Values the study reported

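For S2R+ cells on DNA microarrays, the study reported 7350 clearly expressed genes, of which 698 (9%) were CoolUp and 1287 (18%) were CoolDown at a fold change of at least 2 and a false discovery rate under 0.01. It gave an average decrease of 3.8-fold for S phase genes and 2.5-fold for M phase genes at 11 °C relative to 25 °C. All 12 Hsp genes it examined were reported to fall from 30 to 25 °C and from 25 to 14 °C, and 10 of the 12 to rise from 14 to 11 °C. It named Hsp23 as the strongest CoolDown gene, with a fold change of 69.7 between 14 and 30 °C. Genes of the V-type ATPase were described as CoolUp and those of the cytoplasmic ribosome as marginally CoolUp in these cells. From RNA sequencing rather than the arrays, Socs36E, upd2, upd3, Pvf2 and Pvf3 were described as CoolUp. Akh, InR, Pdk1, Hnf4, Mef2, ewg and Pfrx were named among the genes CoolUp both in these cells and in a further cell line.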

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

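Scaling on spike-in controls and slide as a random block were the only alternatives chosen after the data had been seen. The cause of a change was not tested unless it is stated.

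Across these alternatives the 10 genes with the largest changes kept their direction and their call, as did pst, betaTub97EF and Akh. The set means of lipid metabolism (0.34 to 0.71) and Hsp (-2.52 to -1.52) kept their direction, and S phase and M phase did so with ranges of -1.85 to -1.24 and -1.33 to -0.83.

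Scaling on the 75th percentile gave 1031 features lower at 11 than at 25 °C, 394 lower at 14 than at 25 °C and 9 genes with opposite probes. Set means at 11 °C were -1.84 for S phase and -1.20 for M phase. Between low and high temperatures they were -0.0406 for the TCA cycle, 0.0630 for amino acid catabolism, 0.0309 for autophagy, 0.35 for beta oxidation, 0.0482 for the cytoplasmic ribosome, 0.0917 for glycolysis, 0.16 for insulin/TOR signaling and 0.13 for the proteasome. Scaling on probes well above background on all arrays gave 1051 and 399 features lower at 11 and 14 °C, and in the same order of sets -1.85, -1.21, -0.0455, 0.0582, 0.0260, 0.35, 0.0433, 0.0868, 0.15 and 0.13. Quantile normalization gave, in that order, -1.88, -1.23, -0.0922, 0.00139, 0.000474, 0.29, 0.0157, 0.0382, 0.11 and 0.0624.

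Scaling on spike-in controls gave 65 features higher at 11 than at 14 °C, 897 lower at 11 than at 25 °C, 1429 higher and 210 lower at 14 than at 25 °C, 282 lower at 30 than at 25 °C, 1108 lower at the low temperatures and 14 features turning at 14 °C. Camera called 3 sets between 30 and 25 °C. Set means at 11 °C were -1.79 for S phase and -1.14 for M phase. Between low and high temperatures they were 0.00186 for the TCA cycle, 0.11 for amino acid catabolism, 0.0734 for autophagy, 0.39 for beta oxidation, 0.0907 for the cytoplasmic ribosome, 0.13 for glycolysis, 0.20 for insulin/TOR signaling, 0.17 for the proteasome, -0.22 for the mitochondrial ribosome, -0.27 for oxidative phosphorylation and -0.22 for the peroxisome. DnaJ-1 changed by 0.00711.

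The normexp correction compresses dim signals and so lowers fold changes. It gave 398 features higher and 368 lower at the low temperatures, 447 and 443 at 11 °C, 148 and 120 at 14 °C and 109 and 102 at 30 °C against 25 °C, and 25 and 33 at 11 against 14 °C. No feature (0) turned at 14 °C in the limma calls, 213 genes had a called and an uncalled probe, and 0 had opposite probes. The r of changes at 14 and 30 °C was -0.298. Set means at 11 °C were -1.52 for S phase and -1.01 for M phase, and between low and high temperatures -0.26 for amino acid catabolism, 0.0116 for autophagy, 0.0180 for the cytoplasmic ribosome, 0.0504 for glycolysis, 0.0741 for insulin/TOR signaling and 0.0632 for the proteasome.

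Limma's treat, which tests against the 2-fold threshold itself, called 628 features higher and 546 lower at the low temperatures, 428 and 369 at 11 °C, 123 and 37 at 14 °C and 86 and 66 at 30 °C against 25 °C, and 0 and 0 at 11 against 14 °C, with 0 features turning at 14 °C. Under treat 4 Hsp genes were called lower at the low temperatures, 236 genes had a called and an uncalled probe and 1 had opposite probes. A fit on only the 6 arrays compared called 1 feature higher and 0 lower at 11 than at 14 °C, with fewer arrays to estimate the spread.

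Without a filter, r of the changes was 0.806 for 11 and 14 °C and -0.00535 for 14 and 30 °C. In that fit 80 features were higher and 97 lower at 11 than at 14 °C, and 5 turned at 14 °C. The V-type ATPase then had a set mean of 0.17, not past the threshold of 0.05 (adjusted exact p = 0.05002). Camera called 9 sets between 11 and 14 °C, 11 between 11 and 25 °C and 3 between 30 and 25 °C. Filters for presence at every temperature and for a signal over 100 test fewer features. The former gave 833 features higher at the low temperatures, 799, 468 and 378 higher at 11, 14 and 30 °C than at 25 °C, 95 higher at 11 than at 14 °C, an r of -0.231 for 14 and 30 °C and -0.46 for amino acid catabolism. The latter gave 829, then 783, 492 and 377, an r of -0.302, 5 features turning at 14 °C, 275 genes with a called and an uncalled probe and -0.0637 for beta oxidation.

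With slide as a block, S phase was at -2.28 and M phase at -1.63 at 11 °C, and between low and high temperatures the means were -1.85 for S phase, -1.33 for M phase, -0.0816 for beta oxidation, -0.19 for insulin/TOR signaling, -0.58 for the mitochondrial ribosome, -0.61 for the peroxisome and -0.16 for the proteasome. Slide as a random block gave 228 features higher at 11 than at 14 °C. A block for the replicate number moved amino acid catabolism (-0.13) and autophagy (-0.16) past the threshold. Replicate numbers were not taken as pairs, because arrays of like number did not resemble each other in every pair of temperatures (lowest r 0.0877, with 15 of 18 above 0.1). Array weights gave an r of -0.115 for 14 and 30 °C and 17 features turning at 14 °C.

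Taking every probe singly gave -0.14 for the TCA cycle, -0.23 for amino acid catabolism and 0.14 for insulin/TOR signaling, and the listed probes of the sets alone gave -0.20, -0.25 and 0.0427. The median over genes was -0.48 for amino acid catabolism. The brightest probe of ewg changed by -0.0115. Camera with an estimated correlation called 0 sets in each of the 5 contrasts, and fry called 2 between 11 and 14 °C and 12 between 11 and 25 °C.

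Leaving out each array in turn gave 44 to 178 features higher and 58 to 292 lower at 11 than at 14 °C, and 3 to 17 turning at 14 °C. The r of changes at 14 and 30 °C lay between -0.198 and -0.0578. Set means lay between -0.27 and -0.19 for the TCA cycle, -0.16 and -0.0935 for amino acid catabolism, -0.0802 and 0.0275 for insulin/TOR signaling, 0.11 and 0.23 for beta oxidation, -0.21 and -0.10 for autophagy and -0.18 and -0.11 for the cytoplasmic ribosome. The remaining counts of changed features stayed within 1.5 times their value with all arrays. Signal over background limits these results, because 535 of the 3097 calls between low and high temperatures had no array well above background on a side.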

Other observations

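The tests of scaling on the split between directions and on the spike-in controls, the test on neighbours without overlap, the check of opposite probes under the normexp correction, and both tests on the Hsp genes of 25C replicate 1 were chosen only after the result was seen.

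For the counts of changed features, the arrays were regrouped. Of 100 splits of the 12 arrays into 4 groups of 3, with a pair of groups set against the other pair, 1, the real one, gave as many calls between low and high temperatures (3097), and the highest count in another split was 390, so chance can be excluded there. For 11, 14 and 30 °C against 25 °C and for 11 against 14 °C, 1 of 10 splits gave as many calls each time, again the real one. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by this test.

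Slides differed between low and high temperatures for replicates 2 and 3. If the slides had caused the changes, these would be missing on slide 1, which held all temperatures. Of the features called from replicates 2 and 3, 98.0% moved the same way on slide 1, and the slope of the changes was 0.955, which argues against a difference between slides as the cause of most calls and of their size. A smaller contribution stays open, since the median change was -0.246 on slide 1 and -0.129 on the other slides.

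The split between CoolDown and CoolUp genes moved with the scaling. Of the gene calls 57.2% were lower after median scaling and 43.4% after scaling on the 75th percentile. The share was 49.3% under quantile normalization, 53.9% under the normexp correction and 40.9% under scaling on spike-in controls. For the 6 spike-in probes, taken here as added in equal amounts, the low minus high difference was -0.24 after median scaling (exact permutation test, p = 0.0887, 4 of 6 low arrays below all high arrays) and -0.0425 after scaling on the 75th percentile (p = 0.677 in the same exact test). Without any scaling the difference was -0.00215 (p = 0.952 in the same exact test), so the shift of these probes came with median scaling. A change of scaling shifts all genes and spike-in probes of an array alike, and equal spike-in amounts were assumed. None of these values therefore decides whether median scaling, which rests on dim probes, caused the larger number of CoolDown genes. That explanation and a true excess of falling transcripts cannot be told apart here.

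Genes that are neighbours in the assembly Release 6 plus ISO1 MT changed together between low and high temperatures, with an r of 0.115 over 9212 pairs (permutation test, p = 0.001, the smallest that 1000 shuffles give). Without overlapping neighbours and neighbours that share leading letters of their name, r was 0.0996 over 7288 pairs. When both genes also had to be named, r was 0.0791 over 3058 pairs (permutation test, p = 0.002), so the correlation stayed beyond chance. Shared probe signal between near-identical genes cannot be told apart from a common change, because letters of a name are an incomplete measure of likeness. After the trend with mean signal was subtracted, r was 0.0927, which argues against that trend as the whole cause. Common regulation of neighbours may contribute as a hypothesis.

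Features that turn at 14 °C share the arrays at 14 °C between both contrasts, so noise in these arrays could produce turns. Simulated arrays in which no feature turns gave at most 4, against 9 observed, which by count argues against this as the cause of all 9. However, BT022373, BT028826, TC209117 and TC213925 were dim, with mean log2 signals at 14 °C between 2.04 and 4.45. Fold changes of such signals are less reliable. Among probes with a signal over 100 the count was 5, and under the normexp correction it was 0. The excess therefore rests in part on dim features and on the processing. A biological course with an extreme at 14 °C remains a hypothesis, and the count was 3 without 14C replicate 2 and also without 14C replicate 3.

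Probes of a gene that disagree in direction could lie near background. Of the 15 genes with opposite calls, 11 remained among probes well above background on all 12 arrays, which argues against this as the cause for those 11. Under the normexp correction, which lowers the fold of dim probes, 0 genes had opposite calls, and under treat 1. In that normexp fit all 11 genes still had probes past the adjusted p in both directions, at changes of any size. Different transcripts of a gene and probes that bind a further transcript were not tested here. The study noticed on these arrays that in some CoolUp genes only transcripts ending at the most distal polyadenylation site rose. With RNA sequencing it then found many genes with opposite changes at different polyadenylation sites.

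At 25 °C, replicate 1 had higher Hsp transcript levels than replicates 2 and 3, by 1.76 on the log2 scale over the 13 genes, against a difference of 0.04 between the others. In all, 12 of 13 genes were higher and 9 more than 2-fold. Of 10000 random sets matched on mean signal, 0 reached this difference and the highest was 0.75, and the other 15 sets lay between 0.02 and 0.46, which argues against a shift of slide 1 shared by genes of like signal. Replicate 1, on slide 1, was also higher in the Hsp set at 11, 14 and 30 °C, by 0.53, 0.34 and 0.47. At these temperatures 12, 11 and 13 of 13 genes were higher. The larger difference at 25 °C argues against a shift of the slide equal at all temperatures as the whole cause. A smaller excess shared by the arrays of slide 1 stays open. For the rest, a candidate explanation is a stress on the culture of 25C replicate 1 before harvest, which the labels do not record. The spread of Hsp changes against 25 °C rests in large part on this array.

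For Hsp23 between the temperature of its lowest and that of its highest level, the fold here was 178. The fold named in the study has the same direction and is smaller, and the cause of the difference was not tested.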
